A study of Sorghum bicolor with 24 samples.

How the data were processed

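The series profiled stem cell types of Sorghum bicolor cv. Wray, a bioenergy sorghum. Per the labels' protocols, plants grew in a greenhouse under 14-h days. The most recently fully elongated internode, at phytomer 8, was taken from 4 plants in the vegetative phase at 74 days, per the same protocols. Internode pieces were frozen, embedded and cut into 20 µm cryosections. Laser capture microdissection, which cuts chosen cells out of a section with a laser under a microscope, then collected 5 cell types separately. These were epidermis, pith parenchyma, phloem, vascular parenchyma and xylem sclerenchyma. The group called vascular parenchyma carries that name in the sample labels, while the collection protocol in the same labels lists xylem parenchyma in its place. Bulk whole stem from the same internodes was processed without laser capture. Each of the 6 groups had 4 replicates, which gave 24 libraries.

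Libraries were made with the SMART-Seq v4 PLUS kit, which amplifies full-length cDNA, and single-end reads of 150 bp were sequenced on a NextSeq instrument, per the labels' protocols. The labels name no molecular identifiers, so reads that are copies of one cDNA molecule could not be separated from independent ones. Counting intervals and floors given in the text therefore cover counting error only.

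The values analysed were the authors' deposited estimated counts per gene, 34117 genes in 24 library columns, with no normalization applied. The name of the count table gives Salmon as the counting tool. The Salmon version, transcript index, genome build and annotation are not given in the sources used here. Of the deposited values, 10.5% were not whole numbers, so the expected counts were rounded to whole numbers before any count model. Every table entry was a gene, and 4620 genes were at 0 in all libraries. How reads shared between near-identical genes were divided is not stated in the labels, so values of genes with close copies are uncertain.

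Library totals in this table averaged 17398725 over the 20 laser capture libraries and 24600389 over the 4 whole stem libraries. These were 72.9% and 78% of the mean read numbers stated in the labels, 23870982 and 31538064. A floor of 3 counts per library, averaged over the 4 libraries of a group as CPM, was 0.19 CPM in epidermis, 0.277 in pith parenchyma, 0.528 in phloem, 0.167 in vascular parenchyma, 0.291 in xylem sclerenchyma and 0.129 in whole stem. Folds against a group at 0 in all 4 libraries were computed against this floor and are lower bounds.

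The gene table supplied for name lookup matched 0 of the gene identifiers, and the count table does not pair identifiers with names. Genes are therefore printed by identifier, at most 2 per direction in a comparison, with no position or product. Tests of lists defined by product names (cellulose synthase A, lignin, xylan, secondary wall regulators, phloem, cuticle, photosynthesis and ribosomal protein) were fixed before the data were examined and could not be built, so no list result is given and the question of secondary cell wall networks was not analysed here.

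Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Low genes were removed with filterByExpr, library sizes were scaled by TMM, dispersions were estimated with the robust option and quasi-likelihood F tests were applied. Benjamini-Hochberg adjustment was used throughout. The 5 cell types were fitted together over the 20 laser capture libraries, with 19502 genes tested. From this fit came an F test across the 5 types, the 10 pairwise contrasts and the genes enriched in a type, defined as higher than in each of the other 4 types. Each type was then compared with whole stem in a separate fit of 8 libraries, with 18832 to 19904 genes tested. Genes were called at an adjusted p under 0.05, with a log2 fold change of at least 1 in size in the contrasts between groups. The standard error of a log2 fold change was computed as its size divided by the square root of its F statistic.

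Printed genes followed a rule. For each type, the enriched genes with a mean of at least 10 CPM there, and with their lowest replicate above the highest of the other 16 laser capture libraries, were ranked by the smallest of their 4 pairwise log2 fold changes. Of the first 3 in that ranking, 2 at most are printed. Against whole stem, the rule named the gene with the largest rise and the gene with the largest fall among called genes whose libraries did not overlap and whose higher group had a mean of at least 10 CPM.

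CPM values printed here are the deposited counts scaled by each library's total. Genes were counted as detected in a group when above 1 CPM in at least 3 of 4 libraries. Correlations between libraries and principal components used log2 CPM with a prior count of 2, and the components were computed from 20592 genes. Counts were also thinned at random to the smallest library total after rounding of the counts, 2769545. Same-group libraries were checked for duplication with a chi-square statistic per gene. Its lowest value over all pairs was 25.15, so no library was counted as a copy of another.

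The tests were run on simulated counts with known changes before use. In a simulation of vascular parenchyma against xylem sclerenchyma, with 18879 genes, edgeR recovered 3% of genes changed 4-fold and 31% of those changed 16-fold, with 1 false call. DESeq2 recovered 13% and 50% with 150 false calls, and limma voom with weights 3% and 27% with 3 false calls. In a simulation of xylem sclerenchyma against whole stem with 18760 genes, edgeR recovered 23% and 45%. In one of epidermis against whole stem with 18755 genes it recovered 2% and 33%.

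Alternatives tried were RLE size factors, no low count filter, DESeq2 1.42.0, limma 3.58.1 voom with sample quality weights, a replicate block, all 24 libraries in one fit, the 8 libraries of a pair alone, no minimum fold change, and leaving out each library in turn. For genes detected, a level of 5 CPM and the thinned counts were tried, and for the correlations, Pearson's coefficient and the removal of the 1000 genes of lowest mean count. These, the main tests and the gene rule were chosen before the data were examined. A covariate for the replicate set (1 and 2, or 3 and 4), which followed library totals in 4 of the types and whole stem but not in pith parenchyma, and the omission of 3 libraries together were chosen after seeing the data.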

Results

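To describe how gene expression differed between the tissues of the sorghum stem, transcriptomes of 5 laser-captured cell types were compared with each other and with bulk whole stem from the same internodes. The 5 types were the epidermis, the outer cell layer; pith parenchyma, the thin-walled cells filling the stem centre; and phloem, vascular parenchyma and xylem sclerenchyma, referred to here as the 3 vascular types. Each type and whole stem had 4 replicates.

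Sequencing depth differed widely between libraries. Total counts ranged from 2769555 to 38880291 over the 20 laser capture libraries and from 16189208 to 29605470 over whole stem. In epidermis, replicates 1 and 2 held 9706378 and 10516417 counts, against 38880291 and 33400447 in replicates 3 and 4. The same numbers split phloem, at 2769555 and 3658511 counts against 27471101 and 30294266. Xylem sclerenchyma held 5483186 and 7508563 counts in replicates 1 and 2 and 28158378 and 27506995 in 3 and 4. Vascular parenchyma held 15384495 and 12997022 against 22771335 and 26835924. Pith parenchyma libraries, at 8247350 to 12740916 counts, did not divide by replicate number. In whole stem the same split held with a smaller gap, 16189208 and 24543735 against 28063142 and 29605470. The labels give no sequencing run or date for these libraries.

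Fewer genes were detected after laser capture than in whole stem. A whole stem library had 18604 ± 158 genes above 1 CPM (SD, n = 4). The corresponding number was 13446 ± 3207 in epidermis, 15508 ± 639 in pith parenchyma, 15027 ± 2782 in phloem, 15145 ± 1267 in vascular parenchyma and 15247 ± 985 in xylem sclerenchyma (SD, n = 4 each). None of the 20 laser capture libraries reached the lowest whole stem library, which had 18421. The large SD of epidermis came from replicates 1 and 2, at 10439 and 10911 genes against 16108 and 16327 in the other 2. The SD of phloem came from replicate 3, at 11021 against 15291 to 17125. Phloem replicate 3 was among the deeper libraries, and after thinning every library to the smallest total it still had 11034 genes above 1 CPM, compared with 13387 to 17133 in the 17 laser capture libraries other than these 3.

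**Figure D1:**
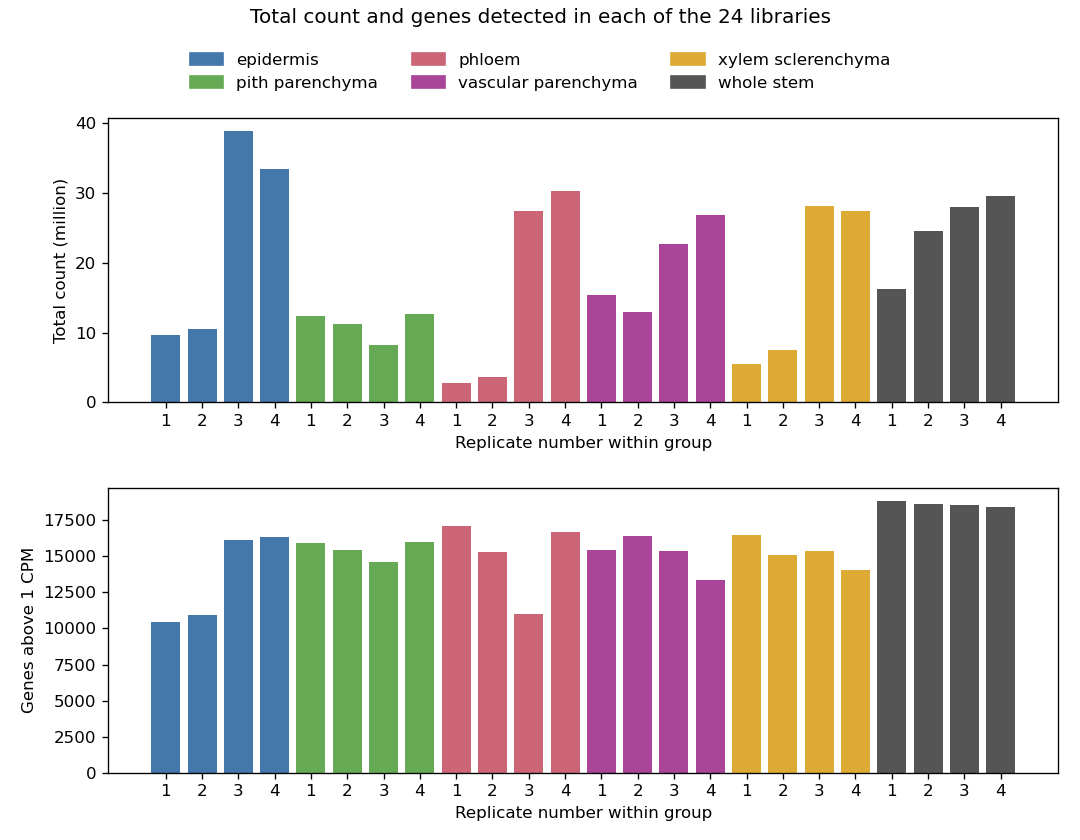
Bars give the total count (upper panel, axis scaled as labelled) and the number of genes above 1 CPM (lower panel) of each of the 24 libraries, coloured by group and labelled by replicate number. Totals ran from 2769555 to 38880291 counts, and the fewest genes were detected in epidermis replicates 1 and 2 and phloem replicate 3, at 10439, 10911 and 11021.

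Detection was also less repeatable between laser capture replicates. Of the genes above 1 CPM in any library of a group, 89.1% were above it in all 4 whole stem libraries. That share was 40.8% in epidermis, 63.1% in pith parenchyma, 50.6% in phloem, 60% in vascular parenchyma and 58.2% in xylem sclerenchyma. In at least 3 of 4 libraries, 18304 genes were detected in whole stem, 12026 in epidermis, 14631 in pith parenchyma, 14425 in phloem, 14150 in vascular parenchyma and 14180 in xylem sclerenchyma. Raising the level to 5 CPM moved these most, to 14388 in whole stem and 10039 in epidermis, with the other 4 types between 11662 and 11986.

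Spearman correlations between libraries, computed across genes, which are not independent replicates, followed the same division. The mean over the 6 library pairs of a group was 0.968 ± 0.0129 (SD) in whole stem. It was 0.696 ± 0.0969 in epidermis, 0.805 ± 0.0444 in pith parenchyma, 0.787 ± 0.0865 in phloem, 0.816 ± 0.0304 in vascular parenchyma and 0.778 ± 0.0411 in xylem sclerenchyma. Between types, the 3 vascular types correlated with each other at means of 0.738 (phloem and vascular parenchyma), 0.716 (phloem and xylem sclerenchyma) and 0.744 (vascular parenchyma and xylem sclerenchyma). These means differed from the correlations within the vascular types by about the SD of the library pairs, which was 0.0781, 0.0638 and 0.053. Epidermis correlated with phloem and with vascular parenchyma at 0.546 each, with xylem sclerenchyma at 0.602 and with pith parenchyma at 0.65, and pith parenchyma with the vascular types at 0.612 to 0.669. Of the captured types, pith parenchyma had the highest mean correlation with whole stem, 0.832 ± 0.0137 (SD over 16 library pairs), followed by xylem sclerenchyma at 0.8 ± 0.031.

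Principal components placed the libraries in the same arrangement. The first carried 20.2% of the variance and the second 17%. On the first component all 4 epidermis and all 4 pith parenchyma libraries lay below 0, and all vascular libraries except phloem replicate 3 lay above 0. Whole stem and pith parenchyma had the lowest scores on the second component, together with epidermis replicates 3 and 4. Epidermis replicates 1 and 2 were the farthest from the rest on the first component and phloem replicate 3 on the second, so the libraries with few detected genes also set part of both axes.

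**Figure D2:**
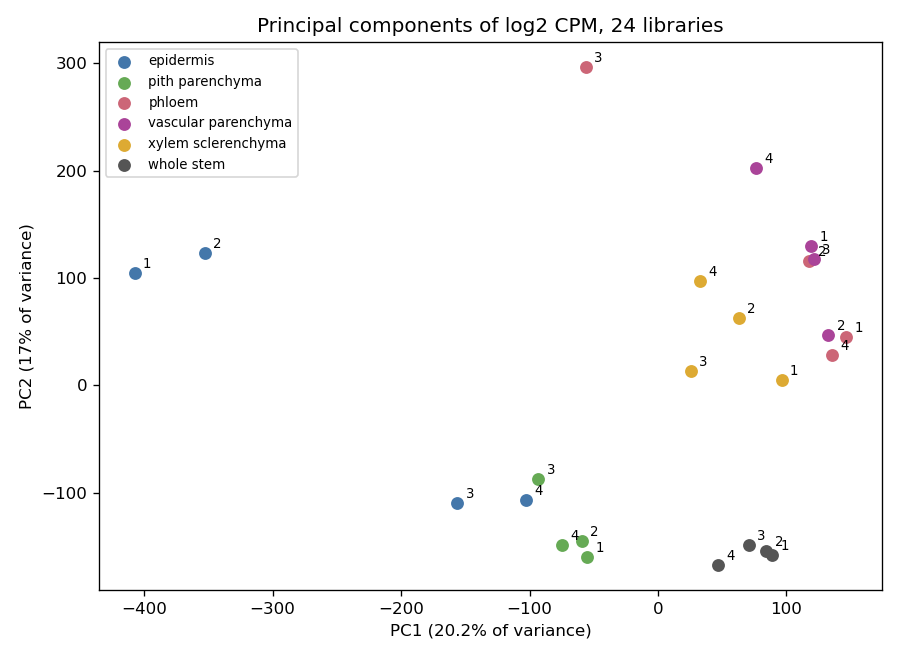
Each point is a library, placed by its scores on the first component (horizontal, 20.2% of variance) and the second component (vertical, 17% of variance) of log2 CPM, coloured by group and numbered by replicate. The 4 whole stem libraries lie close together, while epidermis replicates 1 and 2 and phloem replicate 3 lie apart from their groups.

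Whether expression differed across the 5 cell types was tested over the 20 laser capture libraries. Of 19502 genes tested, 3129 (16%) differed at an adjusted p under 0.05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. Of the alternatives, limma voom with sample quality weights moved this number most, to 5615. The median biological coefficient of variation in this fit was 1.27. With that spread, a simulated change between the types was recovered by the same test in 5% of genes changed 4-fold and 39% of genes changed 16-fold, over 18879 genes.

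The pairwise contrasts asked which types differed from which. Epidermis differed from vascular parenchyma at 1980 genes, from phloem at 1675, from xylem sclerenchyma at 1093 and from pith parenchyma at 498, by edgeR's test. Pith parenchyma differed from vascular parenchyma at 1398 genes, from phloem at 1077 and from xylem sclerenchyma at 563. At an unadjusted p under 0.05 these 7 pairs had 2899 to 4897 genes. Single libraries moved several of the counts. Without epidermis replicate 3 the count against phloem fell to 1046 and that against xylem sclerenchyma to 663, and without phloem replicate 2 the count of epidermis against phloem was 1101. Pith parenchyma against phloem fell to 679 and 569 without pith parenchyma replicates 1 and 4, and to 645 and 617 without phloem replicates 1 and 2. Pith parenchyma against vascular parenchyma fell to 828, 912 and 690 without pith parenchyma replicates 1, 3 and 4, and to 794, 870 and 870 without vascular parenchyma replicates 1, 3 and 4. Pith parenchyma against xylem sclerenchyma fell to 317 and 265 without pith parenchyma replicates 1 and 4, and to 324 and 364 without xylem sclerenchyma replicates 1 and 3.

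Far fewer genes were called among the vascular types. Phloem and xylem sclerenchyma differed at 95 genes, phloem and vascular parenchyma at 34, and vascular parenchyma and xylem sclerenchyma at 6. At an unadjusted p under 0.05 these 3 pairs had 1988, 1870 and 1959 genes. The choice of tool moved the last pair most. DESeq2 called 672 genes there and limma voom with quality weights 700. In the simulation of that pair DESeq2 made 150 false calls and limma voom with weights 3. By both tools the 3 vascular pairs still had the fewest calls of the 10 pairs. Leaving out vascular parenchyma replicate 2 raised the count of 6 to 69 and leaving out xylem sclerenchyma replicate 4 raised it to 23, while leaving out vascular parenchyma replicate 1, 3 or 4 or xylem sclerenchyma replicate 1, 2 or 3 gave 0. The count of 95 became 10, 6, 26 and 26 without phloem replicates 1, 2, 3 and 4, and 51 and 6 without xylem sclerenchyma replicates 1 and 3. The count of 34 became 4, 10 and 13 without phloem replicates 2, 3 and 4, and 12, 10 and 5 without vascular parenchyma replicates 1, 3 and 4.

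The larger side of the calls depended on the test in most pairs. In 2 pairs it stayed the same in every alternative with recorded directions and in every omission of 1 library. Of the 563 genes between pith parenchyma and xylem sclerenchyma, 192 were higher in pith parenchyma and 371 in xylem sclerenchyma, and of the 1398 between pith parenchyma and vascular parenchyma, 577 and 821. The larger side changed in each of the other 8 pairs under at least 1 alternative. Of the 95 genes between phloem and xylem sclerenchyma, 17 were higher in phloem and 78 in xylem sclerenchyma. Limma voom with quality weights gave 676 higher in phloem and 499 in xylem sclerenchyma, and leaving out xylem sclerenchyma replicate 2 gave 60 and 80. Of the 498 genes between epidermis and pith parenchyma, 285 were higher in epidermis and 213 in pith parenchyma, while DESeq2 gave 817 and 869. RLE size factors moved the median log2 difference of all genes by more than 0.1 in 2 pairs, by -0.123 for epidermis minus phloem and by -0.106 for pith parenchyma minus phloem. The share of calls higher in epidermis than in phloem then changed from 48.8% to 43.5%, and the share higher in pith parenchyma than in phloem from 50.7% to 45.3%, and no larger side is given for these 2 pairs.

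**Figure D3:**
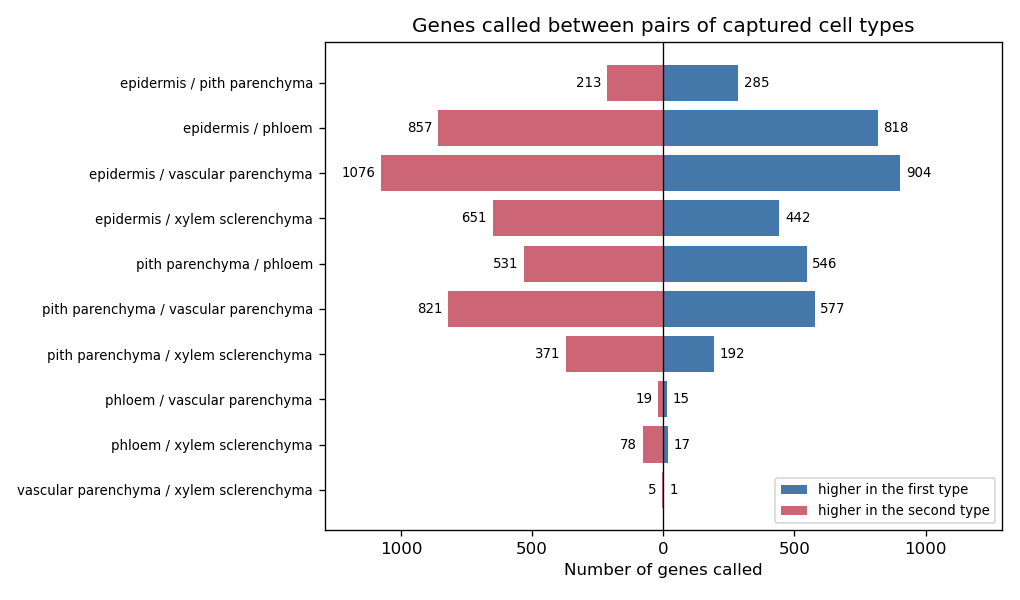
Horizontal bars give the number of genes called in each of the 10 pairs of captured types, with genes higher in the first-named type to the right and genes higher in the second-named type to the left. Pairs of epidermis or pith parenchyma with a vascular type had 563 to 1980 calls, and the 3 pairs of vascular types had 6 to 95.

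Because depth in 4 of the types differed between replicates 1 and 2 and replicates 3 and 4, the contrasts were repeated within each of these sets, with 2 libraries per type. Within replicates 1 and 2, epidermis differed from the other types at 549 to 1091 genes, and 66.1% to 79.3% of these had the same direction in replicates 3 and 4. Within replicates 3 and 4 the same 4 pairs gave 11 to 310 genes, and 81.8% to 100% had the same direction in replicates 1 and 2. Pith parenchyma differed from the vascular types at 25 to 50 genes within replicates 1 and 2, all with the same direction in 3 and 4, and at 6 to 162 genes within replicates 3 and 4, of which 99.4% or more had the same direction. The 3 vascular pairs gave 0 calls within either set by edgeR's test. Those 0 counts were not tested with other tools, and over all 4 replicates the same pairs had 1870 to 1988 genes at an unadjusted p under 0.05. With the set added as a covariate over all 20 libraries, 3022 genes differed across the types.

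Genes enriched in a type were those higher there than in each of the other 4. There were 129 in epidermis, 26 in pith parenchyma, 3 in phloem, 1 in vascular parenchyma and 0 in xylem sclerenchyma, by edgeR's quasi-likelihood test. For xylem sclerenchyma, 65 genes had an unadjusted p under 0.05 in all 4 contrasts, DESeq2 gave 27 enriched genes and limma voom with quality weights gave 64. The last was the largest departure for that type. Pith parenchyma fell to 17 without its replicate 4 or xylem sclerenchyma replicate 1, and to 16 without xylem sclerenchyma replicate 2. Leaving out phloem replicate 2 or xylem sclerenchyma replicate 3 lowered the phloem count from 3 to 0, and leaving out xylem sclerenchyma replicate 2 raised it to 10. It was 1 without phloem replicate 1, 3 or 4, vascular parenchyma replicate 4, or xylem sclerenchyma replicate 1 or 4. The single vascular parenchyma gene became 0 without epidermis replicate 3 or 4, any phloem library, vascular parenchyma replicate 1, 3 or 4, or xylem sclerenchyma replicate 1, 2 or 3. It became 4 without epidermis replicate 1, and 2 without pith parenchyma replicate 1, vascular parenchyma replicate 2 or xylem sclerenchyma replicate 4. For xylem sclerenchyma, leaving out vascular parenchyma replicate 2 gave 4 genes, and leaving out epidermis replicate 1, phloem replicate 3 or xylem sclerenchyma replicate 4 gave 2. Vascular parenchyma and xylem sclerenchyma limited the other vascular types, and phloem did not. Without the contrast against vascular parenchyma, 10 genes were enriched in xylem sclerenchyma and 10 in phloem. Without the contrast against xylem sclerenchyma, 9 were enriched in vascular parenchyma and 6 in phloem. Without the contrast against phloem, vascular parenchyma stayed at 1 and xylem sclerenchyma at 0. All 3 vascular types exceeded both epidermis and pith parenchyma at 111 genes and lay below both at 44.

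In epidermis the first gene named by the rule was Sobic.002G093600, at 195 ± 290 CPM (SD, n = 4) with a range of 13.3 to 627. It was at 0 in pith parenchyma, phloem and vascular parenchyma, and had 1 count over the 4 xylem sclerenchyma libraries. Between epidermis and xylem sclerenchyma the ratio of pooled CPM, which weights libraries by depth, was 8470. Its 95% exact binomial counting interval was 1520 to 335000, and the ratio of the group means was 21500. Sobic.001G448300 followed, at 279 ± 224 CPM in epidermis (SD, n = 4), with 2 counts in xylem sclerenchyma. Its pooled ratio was 11500 (counting interval 3180 to 95000) and its ratio of group means 15300. The largest of the 4 adjusted p-values was 0.00174 for the former and 3.56e-05 for the latter, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In both, all 4 epidermis libraries lay above all 16 libraries of the other captured types. Both stayed enriched in all 20 omissions of 1 library. The pooled ratio of Sobic.002G093600 was 4420 without epidermis replicate 1 and 5000 without xylem sclerenchyma replicate 3. That of Sobic.001G448300 was 4790 without epidermis replicate 3 and 6780 without xylem sclerenchyma replicate 3. Without xylem sclerenchyma replicate 4 both had 0 counts in the comparator and no ratio.

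The pith parenchyma genes were of lower abundance. Sobic.002G221100 was at 24.7 ± 28.5 CPM there (SD, n = 4) and had 2 counts over the 4 phloem libraries. Its pooled ratio was 885 (counting interval 245 to 7320) and its ratio of group means 1500. The largest of its adjusted p-values was 0.0469 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Omitting any 1 of the 20 libraries removed its call, and all 4 pith parenchyma libraries lay above the other 16 for both genes printed here. Sobic.004G296300 was at 13.4 ± 11.9 CPM (SD, n = 4) and had 1 count in vascular parenchyma. Its pooled ratio was 1010 (counting interval 180 to 39900) and its ratio of group means 1180. The largest of its adjusted p-values was 0.0319 by the same edgeR test and Benjamini-Hochberg adjustment. Its call was lost in 17 of the 20 omissions and kept without pith parenchyma replicate 2, pith parenchyma replicate 4 or vascular parenchyma replicate 3. The pooled ratio of Sobic.002G221100 was 435 without pith parenchyma replicate 4 and 506 without phloem replicate 3, and without phloem replicate 4 the comparator held 0 counts. That of Sobic.004G296300 was 596 without pith parenchyma replicate 1 and 661 without vascular parenchyma replicate 4, and without vascular parenchyma replicate 3 the comparator held 0 counts.

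Genes of the vascular types were present in all 24 libraries and differed by smaller folds. Sobic.004G162000 was at 1910 ± 383 CPM in phloem and 425 ± 271 CPM in xylem sclerenchyma, the nearest type (SD, n = 4 each). The log2 fold change was 2.09 (SE 0.344), with a largest adjusted p over the 4 contrasts of 0.0139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This log2 fold change, of phloem against xylem sclerenchyma, ran from 1.94 to 2.62 over the omissions of 1 library, with the highest value without xylem sclerenchyma replicate 2. The call was lost without phloem replicate 2 (2.02) or xylem sclerenchyma replicate 3 (1.94). It was also lost without vascular parenchyma replicate 4, where the contrast with vascular parenchyma had a log2 fold change of 2.09 and an adjusted p of 0.0611 (edgeR, Benjamini-Hochberg). Sobic.004G068300 was at 310 ± 79.2 CPM in phloem and 81.3 ± 15.5 CPM in xylem sclerenchyma (SD, n = 4 each), with a log2 fold change of 1.86 (SE 0.393) and a largest adjusted p of 0.0357 in the same edgeR test with Benjamini-Hochberg adjustment. Omitting any phloem or any xylem sclerenchyma library removed this call, at log2 fold changes of 1.67 to 1.98 between these types. The gene enriched in vascular parenchyma was Sobic.009G017600, at 954 ± 57.5 CPM there and 315 ± 58.4 CPM in phloem (SD, n = 4 each). The log2 fold change against phloem was 1.75 (SE 0.326), and the largest adjusted p of the 4 contrasts was 0.0423, against xylem sclerenchyma (edgeR, Benjamini-Hochberg). This call was lost in 13 of 20 omissions, which included each of the phloem and vascular parenchyma libraries, epidermis replicates 3 and 4 and xylem sclerenchyma replicates 1 to 3, at log2 fold changes against phloem of 1.61 to 1.88. In each of these 3 genes, every replicate of the named type lay above all 16 libraries of the other captured types.

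**Figure D4:**
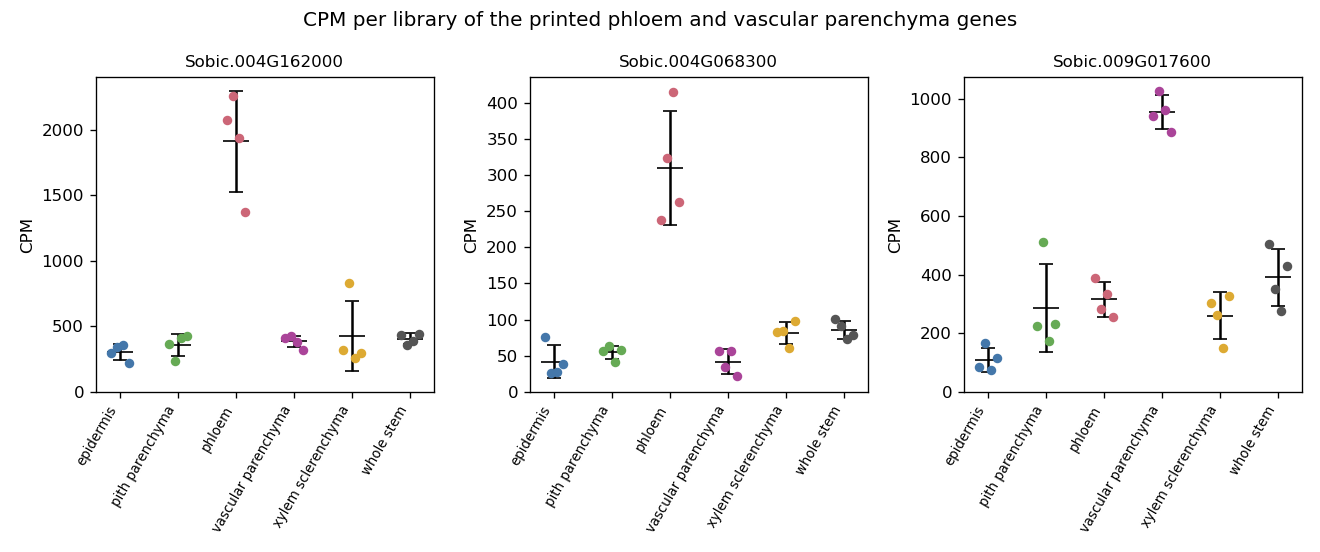
Points give CPM per library of Sobic.004G162000, Sobic.004G068300 and Sobic.009G017600 in each group, with the mean as a horizontal mark and the SD as the error bar (n = 4). The first 2 genes were highest in phloem, at means of 1910 and 310 CPM, and the last in vascular parenchyma at 954 CPM.

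Each cell type was compared with whole stem to see what capture enriched or left out. Vascular parenchyma differed at 3899 genes, phloem at 2662, epidermis at 2493, xylem sclerenchyma at 1853 and pith parenchyma at 863. In these fits more genes were lower in the type than higher. That side stayed the larger in all alternatives and omissions for pith parenchyma and xylem sclerenchyma. For epidermis, phloem and vascular parenchyma it changed under 1 alternative, the replicate block. In vascular parenchyma 1736 were higher and 2163 lower, in phloem 920 and 1742, in epidermis 682 and 1811, in xylem sclerenchyma 409 and 1444, and in pith parenchyma 42 and 821. Of the genes called lower, 1006 in epidermis, 946 in vascular parenchyma, 782 in phloem, 750 in xylem sclerenchyma and 569 in pith parenchyma were at 0 in all 4 libraries of the type. With 3 counts per library as the floor, the median log2 difference of the genes called lower was -3.60 in epidermis, -3.22 in pith parenchyma, -2.25 in phloem, -3.36 in vascular parenchyma and -2.59 in xylem sclerenchyma.

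The replicate block and single libraries moved these counts. With the block they fell to 186 in epidermis, 7 in pith parenchyma, 732 in phloem, 1177 in vascular parenchyma and about 1.0e+02 in xylem sclerenchyma. Pith parenchyma changed most: without whole stem replicate 1, 2, 3 or 4 the count of 863 became 5, 4, 3 or 15, and without pith parenchyma replicate 1, 2, 3 or 4 it became 1563, 2498, 1524 or 1483. Without epidermis replicate 4 the epidermis count rose to 3916, and without phloem replicate 3 the phloem count rose to 5010. Xylem sclerenchyma rose to 2928, 2967 and 2815 without its replicates 1, 2 and 4. Omissions moved the vascular parenchyma count to between 2929 and 5390. Within replicates 1 and 2 alone, epidermis differed from whole stem at 5314 genes and phloem at 1022, of which 81.9% and 94.1% had the same direction in replicates 3 and 4. The other 3 types gave 0 within replicates 1 and 2, and all 5 gave 0 within replicates 3 and 4, by edgeR's test with 2 libraries per group. No other tool was run on those sets, and over all 8 libraries 2899 to 6351 genes had an unadjusted p under 0.05.

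**Figure D5:**
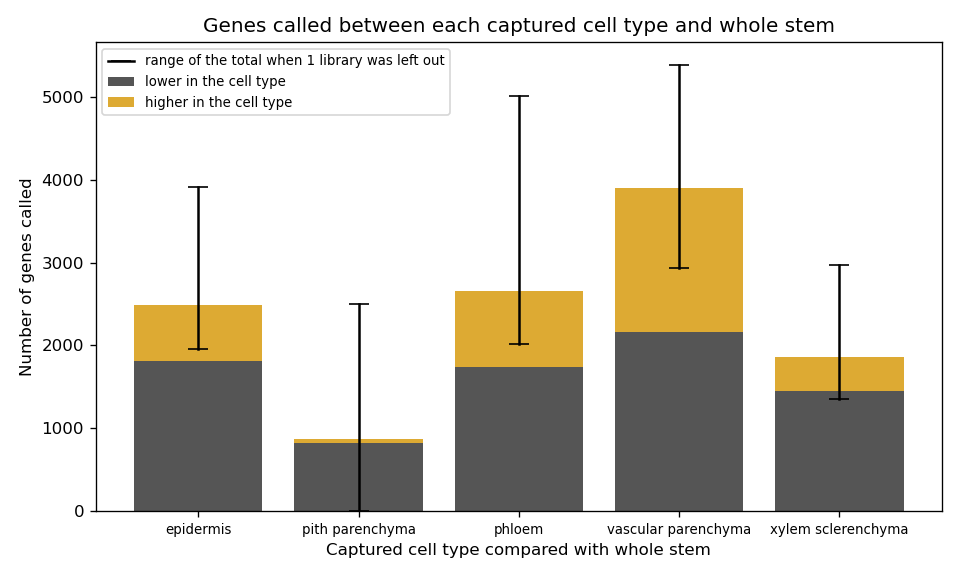
Stacked bars give the number of genes called lower (grey) and higher (yellow) in each captured type than in whole stem, and the black line spans the total number called when 1 of the 8 libraries was left out. Totals ran from 863 in pith parenchyma to 3899 in vascular parenchyma, and the line of pith parenchyma spans 3 to 2498.

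In each gene printed here against whole stem, all 4 libraries of one group lay beyond all 4 of the other. Among the largest rises, Sobic.010G260700 was at 13.2 ± 6.2 CPM in vascular parenchyma and 0.331 ± 0.203 CPM in whole stem (SD, n = 4 each), with a log2 fold change of 5.54 (SE 0.978) and an adjusted p of 0.00426 (edgeR, Benjamini-Hochberg). Sobic.002G165020 was at 140 ± 107 CPM in phloem and 4.47 ± 0.689 CPM in whole stem (SD, n = 4 each), with a log2 fold change of 5.03 (SE 0.583) and an adjusted p of 0.0016 in edgeR's test with Benjamini-Hochberg adjustment. In xylem sclerenchyma Sobic.004G060832 was at 44.7 ± 25.4 CPM against 3.3 ± 0.318 CPM in whole stem (SD, n = 4 each), a log2 fold change of 3.86 (SE 0.44) and an adjusted p of 0.00525 by edgeR with Benjamini-Hochberg adjustment. This gene was not particular to xylem sclerenchyma. Its mean was above whole stem in every captured type, at 51.1 CPM in vascular parenchyma, 16.1 in epidermis, 14.9 in phloem and 5.81 in pith parenchyma. All 3 genes kept their calls in each omission of 1 library, with the log2 fold change of Sobic.002G165020 at 4.34 without phloem replicate 3. In epidermis Sobic.001G165100 was at 19.8 ± 19.3 CPM and in whole stem at 0.157 ± 0.142 CPM (SD, n = 4 each), a log2 fold change of 7.03 (SE 1.53) with an adjusted p of 0.0152 (edgeR, Benjamini-Hochberg). This call was lost without whole stem replicate 1 (log2 fold change 7.03) or whole stem replicate 3 (6.85), and its log2 fold change was 6.13 without epidermis replicate 1 and 7.77 without whole stem replicate 4. In pith parenchyma Sobic.010G047300 was at 18.6 ± 10 CPM against 2.5 ± 0.82 CPM (SD, n = 4 each), a log2 fold change of 2.97 (SE 0.606) with an adjusted p of 0.0248 (edgeR, Benjamini-Hochberg), and it was lost without any 1 of the 4 whole stem libraries (2.79 to 3.16).

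The largest falls were of genes at 0 in all 4 libraries of the type. Sobic.001G266100 was at 253 ± 191 CPM in whole stem (SD, n = 4) and at least 480-fold lower in phloem, with an adjusted p of 0.00717 in edgeR's test with Benjamini-Hochberg adjustment. In xylem sclerenchyma Sobic.001G513700, at 76.6 ± 74.2 CPM in whole stem (SD, n = 4), was at least 264-fold lower, with an adjusted p of 0.0116 (edgeR, Benjamini-Hochberg). Both kept their calls in every omission of 1 library. The bound for Sobic.001G266100 rose to 739-fold without phloem replicate 1, and that for Sobic.001G513700 fell to 167-fold without whole stem replicate 2. Sobic.010G164500 was at 96.6 ± 65.7 CPM in whole stem (SD, n = 4) and at least 349-fold lower in pith parenchyma, with an adjusted p of 0.0184 (edgeR, Benjamini-Hochberg). That call was lost without any 1 of the whole stem libraries, where the adjusted p reached 0.0816 in the range of 0.0112 to 0.0816 over the omissions (edgeR, Benjamini-Hochberg). In vascular parenchyma Sobic.001G301300 was at least 437-fold below its mean of 73.1 ± 77.4 CPM in whole stem (SD, n = 4), with an adjusted p of 0.0238 (edgeR, Benjamini-Hochberg), and its call was lost without whole stem replicate 2 (adjusted p 0.0586, edgeR, Benjamini-Hochberg; range over the omissions 0.0131 to 0.0586). Its whole stem values ran from 0.473 to 173 CPM, and the bound fell to 238-fold without whole stem replicate 3. In epidermis Sobic.005G046700 was called lower with an adjusted p of 0.0307 (edgeR, Benjamini-Hochberg), but its whole stem values spread from 0.54 to 2260 CPM around a mean of 746 ± 1030 (SD, n = 4). The mean was at least 3920-fold above the epidermis floor, and 1270-fold without whole stem replicate 2. Its call was lost without epidermis replicate 2, 3 or 4 or whole stem replicate 1 or 3. Low values of these genes were not confined to the named type. Sobic.005G046700, Sobic.001G301300 and Sobic.001G513700 had means of at most 10.1, 2.51 and 2.39 CPM in every captured type. Sobic.001G266100 and Sobic.010G164500 had means of 4570 and 3500 CPM in epidermis and at most 1.59 CPM in the other captured types.

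Comparisons against the same whole stem libraries share their chance values. The overlap of the calls was therefore set against simulation. Genes lower than whole stem in all 5 types numbered 9 and genes higher in all 5 numbered 0, by edgeR's test. In 5 simulations of unchanged types against the same libraries, at most 0 were found in either direction. These simulations cover only false calls shared through whole stem. Such calls were rare when simulated, at 1 in the simulation of xylem sclerenchyma against whole stem and 0 in that of epidermis. Both gave the type and whole stem the same spread, while the real whole stem libraries were more alike than the captured ones. The rate of false calls in the data may therefore differ. Whether 9 exceeds the overlap of types with real changes was not tested. The 9 genes rested on every whole stem library, since 0 were lower in all 5 without whole stem replicate 1, 2, 3 or 4. Without pith parenchyma replicates 1, 2, 3 and 4 there were 23, 33, 22 and 25, and without epidermis replicate 4 there were 15. Without xylem sclerenchyma replicate 2, 1 gene was higher in all 5.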

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

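The groups of 4 libraries behind the named genes were tested for a library far from the others, and the weighing of explanations below was chosen only after the values were seen. Of 42 such groups tested, 4 held a library whose gap to the nearest other was large for the group's range. Chance alone gives about 1 in 20 groups, which is 2.1 here.

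In epidermis, Sobic.002G093600 stood at 627 CPM in replicate 1, against 13.3 to 89.7 CPM in replicates 2, 3 and 4. In xylem sclerenchyma, Sobic.004G162000 stood at 829 CPM in replicate 2, against 256 to 320 CPM in replicates 1, 3 and 4. In whole stem, Sobic.002G165020 was at 5.5 CPM in replicate 1 against 4.07 to 4.15 CPM, and Sobic.004G060832 was at 3.78 CPM in replicate 3 against 3.09 to 3.18 CPM.

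The number of such groups was near the number chance gives. Library size is part of CPM and so does not by itself raise a single gene. For xylem sclerenchyma replicate 2, phloem RNA in the library was tested with genes picked from the 16 libraries of the other captured types, as those higher in phloem than in epidermis, pith parenchyma and vascular parenchyma. Sobic.004G162000 would need a phloem share of 33.3%, set between the mean of the other 3 xylem sclerenchyma libraries and the phloem mean. Over the 11 other genes the median share was 33.2% (95% bootstrap interval 20.8 to 51.5, 1000 bootstraps). The gene highest in phloem among these, Sobic.002G420900, named after its values were seen, was at 3140 CPM there, 1070 CPM in this library and a mean of 47.4 CPM in the other 3, while Sobic.004G068300 was hardly raised, at 83.6 against 80.5 CPM (share 1.37%). Phloem RNA in this library is therefore a candidate explanation, although a higher expression of these genes in the xylem sclerenchyma cells of this replicate was not tested. Leaving out that library moved the log2 fold change of Sobic.004G162000 between phloem and xylem sclerenchyma from 2.09 to 2.62, and left the smallest of the gene's 4 log2 fold changes, then the one against vascular parenchyma, at 2.15.

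No explanation was tested for the other 3 libraries gene by gene. For epidermis replicate 1, one of the libraries with few detected genes, the higher value was not tested further. Reads shared with close copies of these genes were not examined, and the design gives no group that would make a biological explanation testable within 1 type.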

How the results depend on the processing

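The covariate for the replicate set (1 and 2, or 3 and 4), the omission of the 3 libraries with the fewest genes and the comparison of the larger sides of the calls were chosen only after the data were seen. No named gene changed the sign of its log2 fold change under the alternatives run, but the larger side of the called genes changed in several comparisons. The causes of the changes below were not tested unless a cause is given.

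RLE size factors, no minimum fold change and the replicate set covariate moved none of the counts of called genes they were run on by more than 1.5 times, the ratio above which a count is treated here as changed. The count of 6 genes between vascular parenchyma and xylem sclerenchyma stood at that limit, at 4 with the covariate and 9 without the low count filter. Without the low count filter the same held except for pith parenchyma against whole stem, which rose from 863 to 1632, and the cause was not tested.

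DESeq2 called more genes. In the order epidermis with pith parenchyma, phloem, vascular parenchyma and xylem sclerenchyma, pith parenchyma with phloem, vascular parenchyma and xylem sclerenchyma, phloem with vascular parenchyma and xylem sclerenchyma, and vascular parenchyma with xylem sclerenchyma, it gave 1686, 3435, 3770, 2713, 2770, 3097, 2048, 622, 726 and 672. All 6 of the edgeR calls of the last pair were among its calls. Enriched genes became 212 in epidermis, 66 in pith parenchyma, 33 in phloem, 26 in vascular parenchyma and 27 in xylem sclerenchyma. Against whole stem it gave 3888 for epidermis, 1665 for pith parenchyma, 4202 for phloem and 3020 for xylem sclerenchyma. In the simulation of the last pair it made 150 false calls where edgeR made 1. The cause was not tested on the real counts.

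With limma voom and quality weights 5615 genes differed across the types, and the pairs in the same order gave 1668, 3583, 3712, 2078, 4185, 4102, 2328, 1304, 1175 and 700. Enriched genes became 492, 238, 260, 188 and 64 in epidermis, pith parenchyma, phloem, vascular parenchyma and xylem sclerenchyma. Epidermis and pith parenchyma against whole stem gave 3756 and 1636. The weights fell to 0.0884 for phloem replicate 3, 0.254 for epidermis replicate 1 and 0.338 for epidermis replicate 2, and reached 6.92 for phloem replicate 1, and the cause was not tested.

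With all 24 libraries in one fit 5444 genes differed across the types, the pairs gave 975, 2805, 3252, 1992, 2018, 2499, 1217, 80, 176 and 137, and enriched genes became 231, 66, 12, 6 and 11. Counts against whole stem fell to 941 for epidermis, 153 for pith parenchyma, 474 for phloem, 646 for vascular parenchyma and 86 for xylem sclerenchyma. That fit shares one estimate of spread between whole stem, with a within-group Spearman correlation of 0.968, and the captured types, at 0.696 to 0.816. The main fits of 8 libraries also share one estimate, between whole stem and the type compared. With only the 8 libraries of a pair, epidermis gave 1041 with phloem and 700 with xylem sclerenchyma, pith parenchyma 2099 with vascular parenchyma and 973 with xylem sclerenchyma, phloem 264 with vascular parenchyma, and vascular parenchyma 57 with xylem sclerenchyma. The cause was not tested.

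Without epidermis replicates 1 and 2 and phloem replicate 3, pith parenchyma gave 2514 genes with vascular parenchyma and 1358 with xylem sclerenchyma, phloem 66 with vascular parenchyma, and vascular parenchyma 127 with xylem sclerenchyma. Enriched genes became 13 in vascular parenchyma and 3 in xylem sclerenchyma, and epidermis and phloem against whole stem gave 6200 and 5010. This setting leaves 2 epidermis and 3 phloem libraries. The cause was not tested.

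Replicate numbers repeat across the groups, so a replicate block was fitted. Correlations of the deviations of same-numbered libraries from their group means had a median of 0.00263 and a range of -0.105 to 0.171, with 7 of 60 above 0.1, and none of the 15 group pairs had a mean above 0.1. The highest mean was 0.0881, for pith parenchyma with whole stem, against -0.0309 for differently numbered libraries. Epidermis with whole stem went the other way, at -0.0567 against 0.0188. Deviations from a group mean sum to 0, so values for differently numbered libraries largely follow from those for same-numbered ones. They are no separate evidence on pairing. The labels do not state whether a replicate number marks the same plant across groups, so pairing stays open. The main fits took the libraries to share only a number. With the block, phloem and xylem sclerenchyma differed at 62 genes, and the counts against whole stem were 186 for epidermis, 7 for pith parenchyma, 732 for phloem, 1177 for vascular parenchyma and about 1.0e+02 for xylem sclerenchyma. The larger side changed with it: 123 genes were higher and 63 lower in epidermis than in whole stem, 415 higher and 317 lower in phloem, and 777 higher and 400 lower in vascular parenchyma, and epidermis with phloem gave 727 higher and 719 lower in epidermis, and the cause was not tested. Genes lower than whole stem in all 5 types went from 9 to 0 with it. The block spends residual degrees of freedom of fits of 8 libraries. It moved no other count of called genes that far. Of the printed genes, the calls of Sobic.002G221100, Sobic.004G296300, Sobic.004G068300, Sobic.001G165100, Sobic.010G047300, Sobic.010G164500, Sobic.010G260700 and Sobic.001G513700 were lost under it.

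Among the other alternatives, the fit of all 24 libraries lost the calls of Sobic.001G165100, Sobic.010G047300, Sobic.002G165020, Sobic.010G260700 and Sobic.001G513700. Limma voom lost those of Sobic.001G165100 and of the 5 printed genes at 0 in a type. Omitting the low count filter lost both pith parenchyma genes. The replicate set covariate lost Sobic.002G221100, Sobic.005G046700 and Sobic.001G301300. Leaving out the 3 libraries together lost both pith parenchyma genes and Sobic.005G046700.

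Apart from the block, the larger side of the calls changed in these cases, given as genes higher in the first type and in the second. Limma voom gave 1843 and 1740 for epidermis with phloem, 1915 and 1797 for epidermis with vascular parenchyma, 1102 and 976 for epidermis with xylem sclerenchyma, 1958 and 2227 for pith parenchyma with phloem, 676 and 499 for phloem with xylem sclerenchyma, and 351 and 349 for vascular parenchyma with xylem sclerenchyma. DESeq2 gave 817 and 869 for epidermis with pith parenchyma and 1247 and 1523 for pith parenchyma with phloem. RLE size factors gave 478 and 578 for pith parenchyma with phloem. All 24 libraries in one fit gave 936 and 1082 for that pair and 42 and 38 for phloem with vascular parenchyma. Without the 3 libraries, epidermis with phloem gave 590 and 545, epidermis with vascular parenchyma 936 and 876, and pith parenchyma with phloem 699 and 914. Epidermis with phloem gave 777 and 660 without epidermis replicate 1 and 722 and 710 without epidermis replicate 2. Pith parenchyma with phloem gave 313 and 332, 270 and 347, 384 and 556, and 327 and 415 without phloem replicates 1, 2, 3 and 4. Phloem with vascular parenchyma gave 7 and 6 without phloem replicate 4. The cause was not tested, and directions were not recorded for fits of the 8 libraries of a pair alone.

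Leaving out 1 library at a time gave 2564 to 3388 genes across the types. The pairs of epidermis gave 343 to 543 with pith parenchyma, 1046 to 1540 with phloem, 1331 to 1735 with vascular parenchyma and 663 to 1060 with xylem sclerenchyma. Pith parenchyma gave 569 to 940 with phloem, 690 to 1135 with vascular parenchyma and 265 to 458 with xylem sclerenchyma. Phloem gave 4 to 31 with vascular parenchyma and 6 to 140 with xylem sclerenchyma, and the remaining pair gave 0 to 69. Enriched genes ranged from about 1.0e+02 to 169 in epidermis, 16 to 34 in pith parenchyma, 0 to 10 in phloem, 0 to 4 in vascular parenchyma and 0 to 4 in xylem sclerenchyma. Against whole stem the ranges were 1951 to 3916 for epidermis, 3 to 2498 for pith parenchyma, 2017 to 5010 for phloem, 2929 to 5390 for vascular parenchyma and 1357 to 2967 for xylem sclerenchyma. Each omission leaves 3 libraries in a group.

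Within-group correlations were lower in all 6 groups as Pearson's coefficient. They fell by more than 1 SD of the library pairs in 3 groups, to 0.76 in pith parenchyma, 0.767 in vascular parenchyma and 0.725 in xylem sclerenchyma, and by less in epidermis (0.667), phloem (0.73) and whole stem (0.959). The list tests and their alternatives (fry, an estimated correlation, RLE size factors, the replicate block, no low count filter and the omission of libraries) were not run, since no list could be built. Depth limits what a 0 means: 3 counts per library correspond to 0.129 CPM in whole stem and 0.528 CPM in phloem.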

Other observations

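The splits of the libraries for the comparison of xylem sclerenchyma with whole stem, for the test across the types and for the enriched genes, the test on replicate sets, and the tests on genes at 0 had their predictions fixed before their results were seen. The other tests here were chosen only after the result was seen.

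Other splits of the same libraries were counted. Across the 5 types, 1 of 100 random regroupings, the real one included, gave as many as 3129 genes, and the highest of the others gave 5. For enriched genes of epidermis, pith parenchyma, phloem and vascular parenchyma, 1 of 100 gave as many as the real 129, 26, 3 and 1, and the others gave at most 0. For xylem sclerenchyma the real count was 0, which all 100 regroupings reach by construction, so the splits say nothing about that type. The 27 genes of DESeq2 and 64 of limma voom were not split. In 9 of the 10 pairs, 1 of 35 splits, the real one, gave as many genes. In the order used for the pairs elsewhere, the real counts were 498, 1675, 1980, 1093, 1077, 1398, 563, 34 and 95, and the highest of the other splits gave 33, 46, 1, 3, 18, 0, 3, 8 and 3. For vascular parenchyma with xylem sclerenchyma 2 of 35 splits gave as many as the real 6, with 8 in another split, so chance cannot be excluded. Against whole stem 1 of 35 splits gave as many as the real 2493, 863, 2662, 3899 and 1853, and the others gave at most 0.

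Epidermis replicates 1 and 2 and phloem replicate 3 had fewer detected genes than the other libraries of their groups. Sequencing depth alone is argued against, since after thinning the highest of the 3 had 11034 genes above 1 CPM and the lowest of the other 17 laser capture libraries had 13387. RNA of another cell type in place of the named one is argued against, since such RNA would carry the genes held by all 23 other libraries, at a median of at least 50 CPM, and at least 1.56% of those were at 0 in each of the 3. Loss of molecules before sequencing is a candidate explanation: 4.91%, 3.04% and 1.56% of such genes were at 0 in epidermis replicates 1 and 2 and phloem replicate 3, at least 52 genes in each, and at most 19 genes in any of the other 21. A mixture of less input and other differences in handling may also apply and was not tested. No biological explanation was tested.

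Library totals of replicates 1 and 2 lay below those of 3 and 4 in epidermis, phloem, vascular parenchyma and xylem sclerenchyma, and by less in whole stem, but not in pith parenchyma. A shared expression shift between these sets was tested as an added factor over the 20 laser capture libraries, and edgeR's test called 0 genes, with 534 of 19502 (2.74%) at an unadjusted p under 0.05. No other tool was run on this factor. With this spread between replicates the test reaches only large changes, so a shared shift and none cannot be told apart.

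Few genes were called among the 3 vascular types. Whether a larger spread between their replicates was the cause cannot be decided from the within-type Spearman correlations. Epidermis, with many more calls, had the lowest, 0.696, against 0.778 to 0.816 in the vascular types. The main fit shares its estimate of spread per gene between all captured types, so a type's own spread does not alone set its calls. Without the 3 libraries with the fewest detected genes, of epidermis and phloem, vascular parenchyma with xylem sclerenchyma rose from 6 calls to 127. Phloem with vascular parenchyma rose from 34 to 66 and phloem with xylem sclerenchyma from 95 to 119. Spread between replicates therefore stays open as a cause. A lack of any difference between these types is argued against. Log2 differences of the 19502 genes estimated from separate sets of 2 replicates correlated at 0.293 to 0.339 between phloem and vascular parenchyma, 0.315 to 0.355 between phloem and xylem sclerenchyma and 0.306 to 0.35 between vascular parenchyma and xylem sclerenchyma, across genes, which are not independent replicates. Arrangements in which the type difference cancels gave at most 0.0817, 0.117 and 0.157 in size. The 3 types may thus differ by amounts that the test seldom calls, as in the simulation of the last pair, where 3% of 4-fold changes were recovered. Cells of neighbouring types in the captured material may have reduced the differences, and this was examined only for phloem RNA in xylem sclerenchyma replicate 2, for which a test gave a median share of 33.2%. Without that library 10 genes were enriched in phloem in place of 3.

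Genes called lower than whole stem and at 0 in all 4 libraries of a type made 4053 gene and type combinations. Of these, 4039 were under 50 CPM in whole stem, and 92.6% were under 10 CPM. Loss of molecules during capture or cDNA synthesis and true absence from the cell type cannot be told apart for the 4039, since both predict low genes at 0. For the 14 combinations at 50 CPM or more, taken as a set, loss of molecules and absence from the captured cells also cannot be told apart. Of 18597 combinations of that level held by all 20 other libraries, 0 were at 0 in all 4 libraries of a type. Genes held by every other library are those least prone to loss, so this value decides nothing for the 14. Of the printed genes among the 14, Sobic.001G266100 and Sobic.010G164500 had means of 4570 and 3500 CPM in epidermis. Their means were at most 1.59 CPM in the other captured types. The remaining printed genes among the 14 had means of at most 10.1 CPM in every captured type. Expression that varies between plants also stays open for genes such as Sobic.005G046700, at 0.54 to 2260 CPM in whole stem.

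Whole stem resembled a weighted mean of the captured types. Weights fitted to 19079 genes gave 59.9% pith parenchyma (95% bootstrap interval 42.7 to 65.4, 100 bootstraps), 22.2% xylem sclerenchyma (14.6 to 33.3), 8.09% phloem (5.26 to 13.7), 6.57% vascular parenchyma (3.31 to 13.2) and 3.28% epidermis (2.45 to 6.45). Separate weights, not printed here, were fitted without 9540 of these genes. On the 9540 genes left out, the mean with those separate weights correlated with whole stem at a Pearson r of 0.965. The unweighted mean gave 0.928 and the best single type 0.897, across genes. The unweighted mean and each single type are special cases of the fitted weights. A higher r of the weighted mean was therefore close to given, and the comparison does not decide whether whole stem is a mixture of these types. If whole stem is such a mixture, the weights give pith parenchyma the largest share of RNA. Cell types that were not captured may contribute and were not modelled. The weights are shares of RNA and not of cells.

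In every type, leaving out a laser capture library raised the count of genes differing from whole stem, and leaving out a whole stem library lowered it. The counts became 3366 to 3916 and 1951 to 2175 in epidermis, 1483 to 2498 and 3 to 15 in pith parenchyma, 2981 to 5010 and 2017 to 2173 in phloem, 4541 to 5390 and 2929 to 3238 in vascular parenchyma, and 2736 to 2967 and 1357 to 1450 in xylem sclerenchyma. Each of these fits shares 1 estimate of spread per gene between the type and whole stem. Within-group Spearman correlations were 0.968 in whole stem and 0.696 to 0.816 in the types. Whether the shared estimate caused these changes was not tested.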
